A study of Mus musculus with 4 samples. Its data were reported in "MIZ-1 controls transcriptional programs required for BCR signaling, actin dynamics, and naïve B cell survival" (2026).

How the data were processed

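Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was performed for the transcription factor MIZ-1 in B220+ splenocytes, the B lineage cells of the spleen. Cells came from wild-type mice (MIZ-1WT) and from mice whose B lineage cells express a MIZ-1 protein without its POZ domain (MIZ-1DPOZ). There were 4 libraries, 1 ChIP library and 1 input library for each of 2 genotypes. The labels give no further animals, so no comparison between genotypes has a replicate.

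The authors trimmed paired-end reads with Trimmomatic, aligned them to mm10 with bwa and called narrow peaks with MACS2, separately for each genotype and with the input library as background. Each of the 2 peak lists was used as deposited. For each peak, the authors give the fold enrichment at the summit over the local background, a ratio, and the −log10 of a Poisson p-value and of its Benjamini-Hochberg q-value. These scores are the authors' own values per peak, and they were used here to describe, rank or filter peaks within a list. The q-value cutoff and the treatment of duplicate and multi-mapping reads are not stated. The smallest deposited −log10 q was 1.03 in the MIZ-1WT list and 1.01 in the MIZ-1DPOZ list. The reads and the input libraries were not analysed here.

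Peak positions were set against the GRCm38 genome, which is the same assembly as mm10, and no peak passed the end of its chromosome. Genes and start sites came from the GENCODE basic annotation of GRCm38, with 55413 genes and 77221 start sites. Each peak was assigned to its nearest start site. It was counted at the promoter when it lay less than 2000 bp before or less than 1000 bp after that site, the window named in the study's methods, or when it covered the site. Coordinates are 1-based.

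The summit pileup (fragments over the summit) and the local background of each peak were solved from the deposited fold enrichment and −log10 p-value under MACS2's formulas. Whole-number pileups reproducing both scores were found for 100% of the peaks of both lists. On simulated scores, 100% of 2000 pileups were recovered. The ratio of library depths was taken from the most frequent background value divided by the smallest peak width, which MACS2 sets to its fragment length.

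Overlaps of at least 1 bp were counted and compared with 1000 random placements on the same chromosomes, outside assembly gaps. Reciprocal overlaps were found with bedtools 2.31.1. Gene lists were compared with 10000 random lists of the same size, matched on 10 strata of promoter GC content, and the position of the observed value among them describes these libraries. A list was taken to stand apart at or above the 97.5th percentile or at or below the 2.5th. On simulated lists without an effect, 2% of 200 passed the upper limit, and 93% of 200 lists with an added 12% of bound genes did. In these simulations binding depended on the stratum alone, so other differences between gene lists, such as expression, were not covered. UP and DOWN genes were compared with 10000 relabellings. The consensus ATCGGTAATC was searched for at up to 1 mismatch on both strands within 100 bp of each summit, in windows 2000 bp to each side, and with 20 shuffled versions. A summit was called single-copy when the median count of 5 sequences of 50 bases around it was 1 in the genome. Repeat content was read from the soft-masking of the genome, and a repeat peak had over 50% masked bases in a window of 201 bp. Shares carry 95% Wilson intervals, which cover counting error only. Intervals of medians come from order statistics, and those of pileup ratios from an exact binomial interval with the depth ratio held fixed.

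The 20 genes named in the study, and the rules for choosing the other genes and peaks, were fixed before the data were examined. These others are the 5 genes with the largest −log10 q for each of MIZ-1WT only, MIZ-1DPOZ only and both. For both, the smaller of the paired values was used. The 5 peaks with the largest −log10 q in each list were named too. Some of the genes named in the study are not reported here individually. The alternatives fixed at the same time were stricter cutoffs, other definitions of overlap and promoter, lists of equal length, other random lists and other motif settings. Restriction to single-copy summits, matching on the number of start sites and shuffled motifs that keep their CpG were chosen after seeing the data. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9.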

Results

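To locate MIZ-1 on the chromatin of B cells with and without its POZ domain, ChIP-seq was performed on B220+ splenocytes with an antibody against MIZ-1. Each genotype was represented by 1 ChIP library with 1 input library, and peaks had been called separately for each. With no replicates, differences between the lists describe these libraries and cannot be set against variation between mice.

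The MIZ-1WT list held 34209 peaks and the MIZ-1DPOZ list held 78357, a ratio of 2.29. At a −log10 q of at least 5, the setting that moved this ratio most, it was 4.72. Peaks covered 7.58 Mb in the MIZ-1WT list and 22.5 Mb in the MIZ-1DPOZ list. On the standard chromosomes, the ratio of peak numbers was lowest on chromosome 19 (2.13) and highest on chromosome Y, where the lists held 271 and 760 peaks. The depth was recovered from the peak scores. The most frequent background was 0.860 fragments per bp for MIZ-1WT and 1.35 for MIZ-1DPOZ. Divided by the smallest peak width of each list, these values made the MIZ-1DPOZ ChIP library 1.34 times deeper. A fixed q cutoff is therefore not equally strict in the 2 lists. Most peaks rested on few fragments: the median summit pileup was 9 fragments (quartiles 8 and 11) in the MIZ-1WT list and 12 (quartiles 10 and 16) in the MIZ-1DPOZ list.

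**Figure D1:**
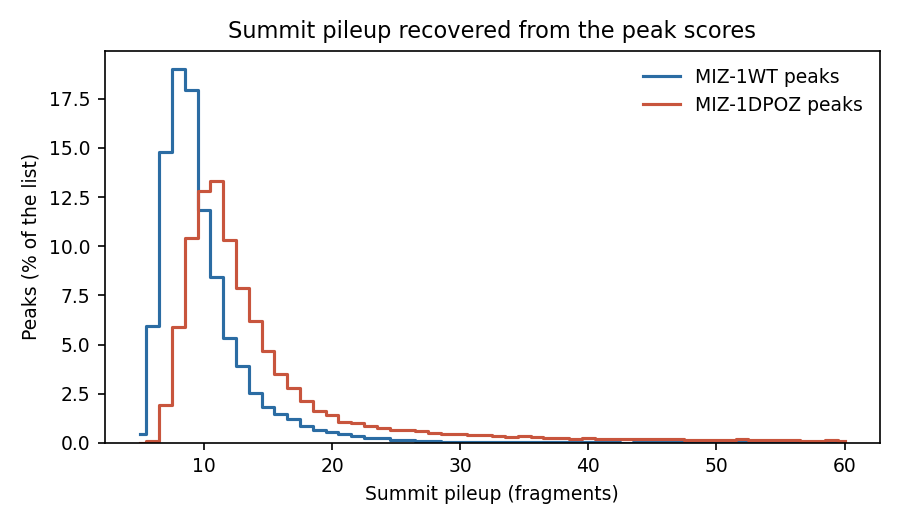
Share of peaks in each list (%) against the summit pileup (fragments) up to 60 fragments; lines stand for the MIZ-1WT and MIZ-1DPOZ lists. The medians are 9 and 12 fragments, and both distributions fall off steeply above them.

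Whether the genotypes occupied the same sites was examined by overlap. Of the MIZ-1WT peaks, 18381 (53.7%, 95% interval 53.2 to 54.3) overlapped a MIZ-1DPOZ peak, and 17352 MIZ-1DPOZ peaks (22.1%, 21.9 to 22.4) overlapped a MIZ-1WT peak. Random placements gave means of 1.52% and 0.670%, and none of 1000 reached the observed shares. Windows matched to the peaks on GC content, CpG count and repeat content overlapped the other list far more often than random placements did, in 38.9% and 18.3% of cases. The share of MIZ-1WT peaks moved most with the definition of overlap, to 29.9% when each peak had to cover 50% of the other. It rose with peak height, from 41.5% (40.8 to 42.2) at pileups of 5 to 9 to 97.9% (277 of 283 peaks) at 50 or more. Among MIZ-1DPOZ peaks it rose from 10.4% to 93.1% over the same range.

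**Figure D2:**
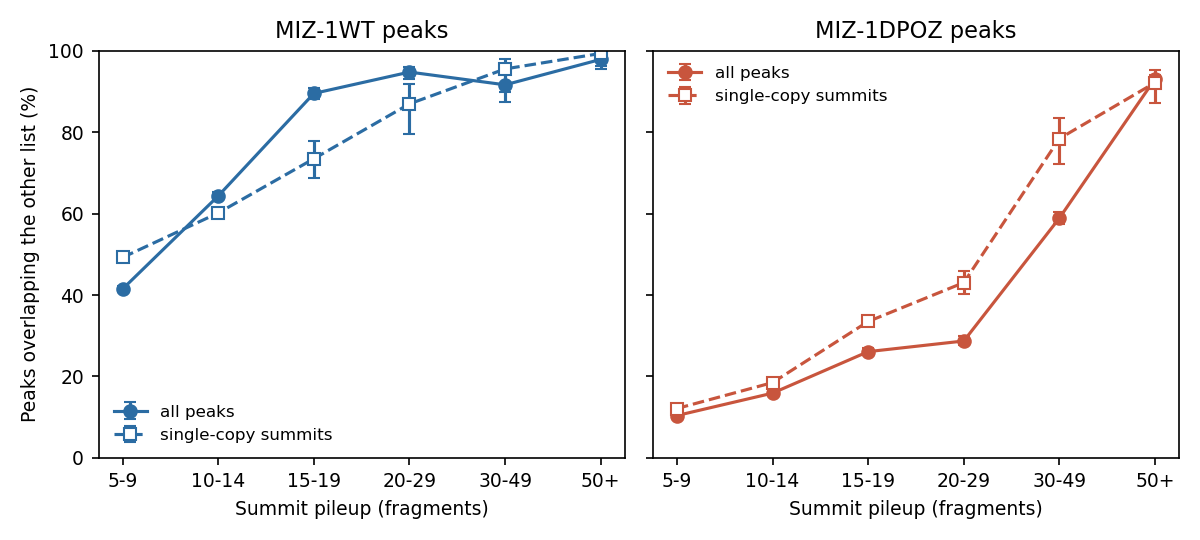
Share of peaks overlapping the other list (%) against summit pileup (fragments), for all peaks (filled circles) and peaks with a single-copy summit (open squares); bars are 95% Wilson intervals. At a pileup of 50 or more, 97.9% of MIZ-1WT peaks and 93.1% of MIZ-1DPOZ peaks overlap the other list.

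Shared peaks had higher fold enrichment than peaks of a single list. In the MIZ-1WT list, the median of the authors' fold enrichment was 5.21 for shared peaks (interval 5.17 to 5.24) and 4.84 for the others. In the MIZ-1DPOZ list it was 6.20 (6.12 to 6.30) and 4.92 (4.89 to 4.95). The folds were scaled separately in each list and were not compared between lists. The shared MIZ-1DPOZ median moved most at equal numbers of peaks, to 7.58.

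The study compared the occupancy of promoters between the genotypes. Promoters held 8926 MIZ-1WT peaks (26.1%, 25.6 to 26.6) and 16822 MIZ-1DPOZ peaks (21.5%, 21.2 to 21.8). Restricted to single-copy summits, the shares were 45.3% and 32.7%. A promoter peak was assigned to 7656 genes in the MIZ-1WT list and 13606 in the MIZ-1DPOZ list; 6162 genes were in both, 1494 in the MIZ-1WT list only and 7444 in the MIZ-1DPOZ list only. The odds ratio of being in both was 22.3, whereas lists matched on promoter GC content gave a mean of 3.29 and at most 3710 shared genes. With both lists held to the same number of peaks, 3741 genes were in both, 3915 in the MIZ-1WT list only and 3070 in the MIZ-1DPOZ list only. This setting removes a difference in peak number by construction. Under the other settings more genes had a MIZ-1DPOZ than a MIZ-1WT promoter peak, with 9006 and 2411 genes at a −log10 q of at least 5. For 5502 of the genes in both lists (89.3%) the promoter peaks themselves overlapped.

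Of 20 genes named in the study, 17 had a promoter peak in both lists. Cd79a and Pou2f2 had one in the MIZ-1DPOZ list only, and Cd79b had none in either list. The Cd79a and Pou2f2 peaks each had 10 fragments, and that of Pou2f2 lay in an intron. Both were lost at a −log10 q of at least 5, at a fold of at least 5, at equal numbers and within 500 bp of start sites. They were kept under the other alternatives. For the 17 genes in both lists, pileups were compared after scaling for depth, as a comparison of these libraries and not of the genotypes. At Tex2 the MIZ-1DPOZ pileup was 0.258 times the MIZ-1WT pileup (exact 95% interval 0.142 to 0.449). For 14 genes the interval included equality, with ratios from 0.447 to 1.91. Among these genes, the compared peaks of Ptk2 (0.447), Rap1b (0.497) and Cdc42bpa (1.33) did not overlap. Their ratios therefore set pileups at different positions against each other.

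At Ptk2 (ENSMUSG00000022607), the MIZ-1WT peak lay on chromosome 15 from 73423045 to 73423278 with its summit in the untranslated region. The MIZ-1DPOZ peak lay from 73422567 to 73423022 with its summit in an intron, and these intervals did not overlap. The fold was 8.15 at 15 fragments in the MIZ-1WT list and 4.26 at 9 fragments in the MIZ-1DPOZ list. At a −log10 q of at least 5, 7 of the 17 named genes with a MIZ-1WT promoter peak and 5 of the 19 with a MIZ-1DPOZ promoter peak lost it, Ptk2 among the latter.

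**Figure D3:**
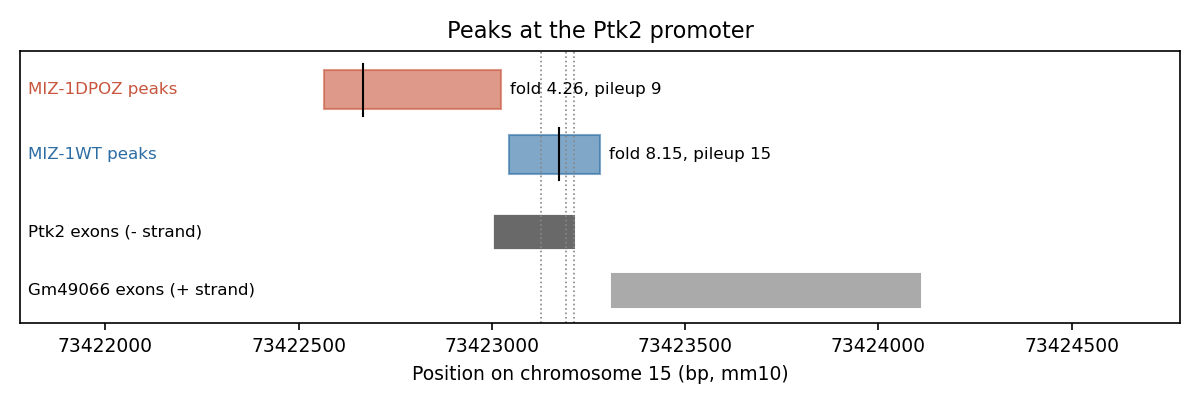
Peaks at the Ptk2 promoter by position (bp, mm10); coloured boxes are peaks with the summit as a black line, dark and light boxes are exons of Ptk2 and of its neighbour, and dotted lines are start sites. The MIZ-1WT peak (fold 8.15) and the MIZ-1DPOZ peak (fold 4.26) lie side by side.

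The strongest promoter peaks of genes in both lists belonged to Gm23935, Gm24270, Gm13532, Ftl1-ps2 and Gm13717, which are annotated as microRNA genes or processed pseudogenes. Genes with a promoter peak in the MIZ-1WT list only were led by Ptcd1, whose peak on chromosome 5 from 145167002 to 145167347 had a fold of 19.7 at 61 fragments, followed by Vmn2r102, Gm25747, Dctn6 and Gm23617. The peaks of Ptcd1 and Gm25747 nevertheless overlapped MIZ-1DPOZ peaks, which were assigned to other start sites or lay outside the promoter window, so that these genes differed by assignment and not by the presence of a peak. Those in the MIZ-1DPOZ list only were led by Gm48691, Gm22175, Abca13, Olfr928-ps1 and 4930447F24Rik, and the summit windows of all 5 were 100% repeat-masked. All 5 of these peaks overlapped a MIZ-1WT peak as well. The Gm22175 peak, on chromosome 12 from 113424314 to 113425306, covers nearly the same interval as the MIZ-1WT peak of Gm25747. The strongest MIZ-1WT peak, on chromosome 19 from 61331199 to 61331647, was intergenic, and its summit sequence had 1083 genomic copies. The strongest MIZ-1DPOZ peak, on chromosome 16 from 11143898 to 11144333, was in an intron of Zc3h7a. The next peaks lay on chromosomes 16, 3, 16 and X for MIZ-1WT and 12, 16, 9 and 3 for MIZ-1DPOZ, and all 10 overlapped the other list.

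The study asked whether MIZ-1 occupies promoters of genes associated with the B cell receptor (BCR). Of 267 such genes in the study's list, 101 had a MIZ-1WT promoter peak (37.8%, 32.2 to 43.8) against a mean of 26.5% in random lists matched on promoter GC content, and none of 10000 lists reached it. A MIZ-1DPOZ promoter peak was found for 136 genes (50.9%, 44.97 to 56.9) against 43.003%, at the 99.8th percentile. For MIZ-1WT the percentile was at least 99.9 under every alternative that changed its peaks or the random lists. For MIZ-1DPOZ it fell to 83.96 at equal numbers of peaks, where 64 genes had a peak. That setting shortens the MIZ-1DPOZ list alone and has no counterpart for MIZ-1WT. The MIZ-1DPOZ percentile was also lower at a −log10 q of at least 5 (93.8) and with start sites matched (94.1). It was 100 for single-copy summits, and 99.9 both against protein-coding genes without matching and with immunoglobulin genes left out. The genes of the list had been filtered on expression in B cells, and those of the random lists had not. The difference between the lists in this respect was not tested.

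**Figure D4:**
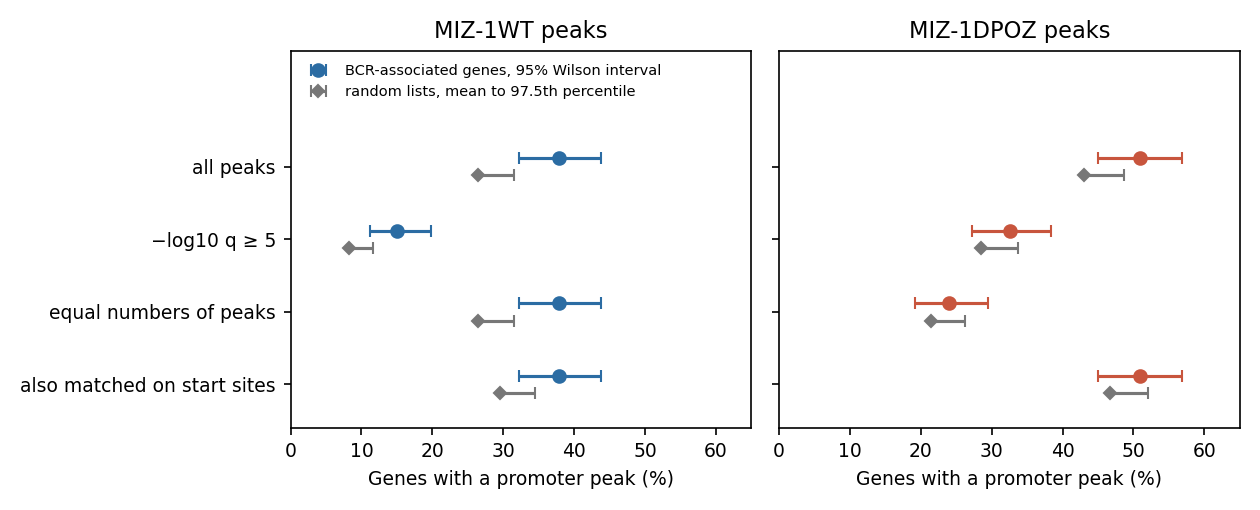
Share of genes with a promoter peak (%) for BCR-associated genes (circles, 95% Wilson interval) and for random lists (diamonds, mean, with a bar to the upper limit), for all peaks, at a −log10 q of at least 5, at equal numbers of peaks and with lists also matched on start sites. Equal numbers leave the MIZ-1WT list as it is. The MIZ-1WT share exceeds random lists for all peaks (37.8%), at the stricter cutoff (14.98%) and with start sites matched, and of the settings shown the MIZ-1DPOZ share exceeds them for all peaks (50.9%) alone.

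Among genes that respond to BCR stimulation, taken from the study's supplement, 1468 matched the annotation. A MIZ-1WT promoter peak was found for 38.4% of 1024 UP genes (35.4 to 41.4) and 27.3% of 444 DOWN genes (23.3 to 31.6). The difference of 11.1 percentage points was not reached by any of 10000 relabellings. For MIZ-1DPOZ, the shares were 52.1% (49.1 to 55.2) and 45.9% (41.4 to 50.6), a difference of 6.20 points at the 98.5th percentile. At a −log10 q of at least 5, the differences were 3.49 points (percentile 97.4) and 3.08 points (percentile 87.3).

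The consensus MIZ-1 sequence ATCGGTAATC was rare at summits. It was found near 22 MIZ-1WT summits (0.0643%, 0.0425 to 0.0974) and 50 MIZ-1DPOZ summits (0.0638%, 0.0484 to 0.0841). In windows 2000 bp away it was found in 0.246% and 0.239%, and shuffled motifs averaged 0.305% and 0.310%. In each list, 19 of 20 shuffled motifs were found at least as often as the consensus. Against shuffled motifs that keep their CpG, the numbers were 12 of 20 and 17 of 20. Among single-copy MIZ-1WT peaks in the strongest 10% by pileup, with all ties at the lower limit included, 4 of 2464 had the consensus, a share that 8 of these 20 shuffled motifs reached.

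Many peaks lay in repeats. Over 50% of the summit window was repeat-masked for 60.3% of MIZ-1WT peaks and 43909 MIZ-1DPOZ peaks (56.04%). The summit sequence occurred more than once in the genome for 48.2% of MIZ-1WT peaks (47.7 to 48.7) and 43.1% of MIZ-1DPOZ peaks (42.7 to 43.4), against 19.6% and 21.9% in windows 2000 bp to the right. At promoters, these shares were 10.0% and 13.2%. Mean GC content was 57.95% at MIZ-1WT summits and 59.5% at MIZ-1DPOZ summits, compared with 42.6% and 43.3% in flanking windows.

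At shared peaks, the depth-scaled pileups were compared between libraries. The median log2 ratio of MIZ-1DPOZ to MIZ-1WT was 0.09 at 9595 peaks with a single-copy summit and 1.12 at 8786 peaks with a multi-copy summit. At single-copy promoter peaks with a mean pileup of 8 to 12 it was 0.11 (interval 0.11 to 0.12, n = 4131 peaks), and at 12 to 20 it was 0.16 (0.08 to 0.24, 531 peaks). At a mean of 20 to 40 it was -0.60 (-0.95 to -0.08, 59 peaks), and at 40 or more it was -0.59 (-0.79 to -0.37), with 49 of 56 peaks lower in the MIZ-1DPOZ list. A peak at the largest pileup of both lists has a ratio of -0.20 whatever its binding. The upper quartile of the class at 40 or more was also -0.20, so its count of lower peaks includes such peaks. Scaling by the background instead of the depth gave -0.12, -0.06, -0.83 and -0.82 in these classes. At single-copy peaks away from promoters, the median was 0.45 (0.35 to 0.51) at a mean of 12 to 20, 0.32 (-0.27 to 0.47) at 20 to 40 and -0.17 (-0.42 to -0.02) at 40 or more. At multi-copy peaks it was -0.10 at a mean below 8, with 423 of 674 peaks lower, and 0.21 at 8 to 12. It was 1.04 at 12 to 20 and 1.49 at 20 to 40, with 31 of 3838 peaks lower in the latter class. At 40 or more it was 1.09, with 69 of 350 peaks lower.

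**Figure D5:**
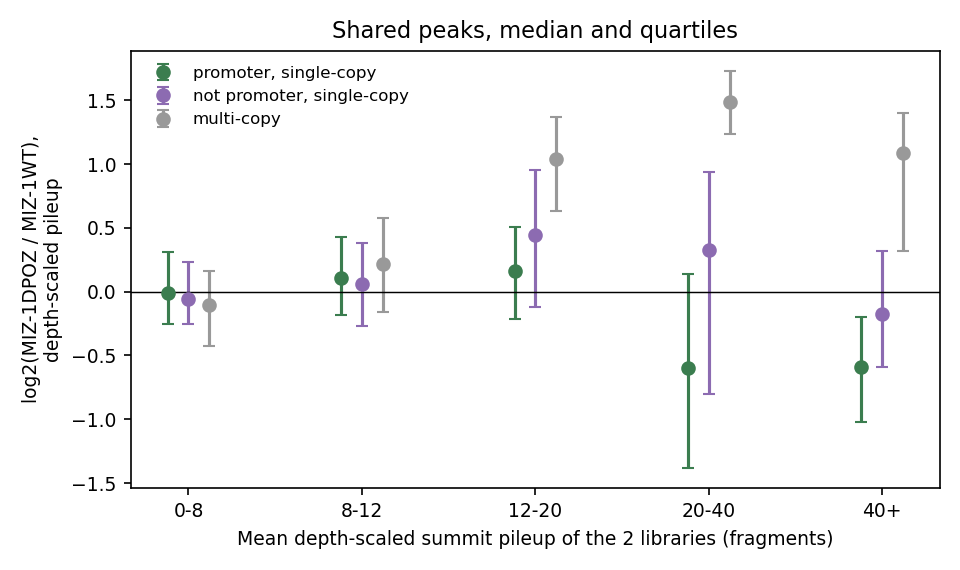
Depth-scaled log2 ratio of summit pileup, MIZ-1DPOZ over MIZ-1WT, against the mean pileup of the libraries (fragments) at shared peaks; points are medians and bars run between quartiles. Single-copy promoter peaks fall to medians of -0.60 and -0.59 in the highest classes, and multi-copy peaks reach 1.49.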

Values the study reported

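The study reported 2887 annotated promoters occupied in MIZ-1WT cells and 5570 in MIZ-1DPOZ cells. Of these, 1717 were reported as bound in both, 1170 in MIZ-1WT cells alone and 3853 in MIZ-1DPOZ cells alone.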

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

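The alternatives named without further remark were fixed before the data were examined; those on single-copy summits, start-site numbers and CpG-keeping shuffles were chosen after seeing the data. The cause of a change was not tested unless the alternative itself gives it, as a stricter cutoff does by leaving fewer peaks. No paired analysis was possible because each genotype had 1 ChIP library. No interval was repeated within a list, and the standard chromosomes held nearly all peaks.

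The number of MIZ-1WT peaks fell from 34209 to 9709 at a −log10 q of at least 5, 16171 at a fold of at least 5 and 17715 with single-copy summits. The MIZ-1DPOZ list fell from 78357 to 45857, 42600 and 44600. The MIZ-1DPOZ list stayed longer under each of these, and its ratio to the MIZ-1WT list rose from 2.29 to 4.72 at a −log10 q of at least 5. The MIZ-1DPOZ library was deeper, so this rise does not show that the excess grows among stronger peaks.

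The share of MIZ-1WT peaks overlapping a MIZ-1DPOZ peak (53.7%) and the converse share (22.1%) became 29.9% and 13.1% at a reciprocal overlap of 50%, 34.2% and 14.9% for summits within 100 bp, 54.9% and 21.5% at a −log10 q of at least 2, and 62.9% and 12.8% at one of at least 5. They were 50.9% and 18.7% at a fold of at least 5, 37.6% and 34.3% at equal numbers of peaks, 51.8% and 20.1% for single-copy summits, 47.4% and 18.1% away from promoters, and 71.6% and 37.04% at promoters.

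The promoter share of MIZ-1WT peaks (26.1%) was 25.5% at a −log10 q of at least 5, 27.4% at a fold of at least 5, 45.3% for single-copy summits and 21.8% within 500 bp of start sites. That of MIZ-1DPOZ peaks (21.5%) was 21.1% at equal numbers, 32.7% for single-copy summits, 17.2% within 500 bp and 20.9% for summits inside the window. Genes in both lists (6162) numbered 1688 at a −log10 q of at least 5, 2631 at a fold of at least 5 and 3741 at equal numbers. Genes in the MIZ-1WT list only (1494) numbered 723 at a −log10 q of at least 5, 3915 at equal numbers and 949 when protein-coding. Genes in the MIZ-1DPOZ list only (7444) numbered 3070 at equal numbers and 4573 when protein-coding.

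The median fold of shared MIZ-1WT peaks (5.21) was 5.34 both for summits within 100 bp and at equal numbers. That of shared MIZ-1DPOZ peaks (6.20) was 6.34, 7.58 and, for single-copy summits, 5.54, and that of the other MIZ-1DPOZ peaks (4.92) was 5.05, 6.20 and 5.07. Shared peaks had the higher median in both lists under each of these alternatives.

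The percentile of BCR-associated genes in the MIZ-1DPOZ list (99.8) was 93.8 at a −log10 q of at least 5, 83.96 at equal numbers and 94.1 against lists also matched on the number of start sites. It was 100 for single-copy summits and 99.9 both against protein-coding genes without matching and with immunoglobulin genes left out. The difference between UP and DOWN genes was 3.49 points for MIZ-1WT (11.1 with all peaks) at a −log10 q of at least 5. For MIZ-1DPOZ (6.20 points) it was 3.08 at a −log10 q of at least 5, 3.55 at equal numbers and 5.47 for single-copy summits, within the range of the relabellings each time. With relabelling inside strata of promoter GC content, the difference lay at percentile 100 for MIZ-1WT and 99.96 for MIZ-1DPOZ. Over all peaks of a list, the consensus motif stayed rarer than the mean of the shuffled motifs under each alternative. Among the promoter peaks of the named genes, 30 were lost under an alternative and 258 were kept, counted over all alternatives.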

Other observations

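Tests on single-copy peaks by pileup, on AT-rich summits, on the number of start sites and on the strongest promoter peaks were chosen only after the results were seen. So were the flanking windows for repeat peaks, the 5th percentile as the cutoff after thinning, and the final reading of the composition-matched windows. The genotype is the only biological difference that the labels name, and with 1 ChIP library per genotype it was not tested. A change in the mixture of B cell subsets between the genotypes, which the study describes for the spleen, was not tested either.

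Genes with a MIZ-1WT promoter peak numbered 7656 here. That is higher than the value quoted from the study above. Genes with a MIZ-1DPOZ promoter peak numbered 13606. That is higher than the quoted value too. Genes in both lists numbered 6162, genes in the MIZ-1DPOZ list only 7444 and genes in the MIZ-1WT list only 1494. All of these are higher than the quoted values. At a −log10 q of at least 5, genes with a MIZ-1WT promoter peak numbered 2411 and genes in both lists 1688. At this cutoff, genes in the MIZ-1WT list only numbered 723. These counts fall below the quoted values, so they depend on the cutoff. Genes with a MIZ-1DPOZ promoter peak then numbered 9006, and those in the MIZ-1DPOZ list only 7318. These stay higher than the quoted values. The quoted values count annotated promoter regions, whereas genes were counted here, so the units differ. The cutoff and annotation behind the quoted values were not used here.

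The largest summit pileup was 296 fragments in the MIZ-1WT list, shared by 15 peaks, and 346 in the MIZ-1DPOZ list, shared by 12 peaks. Each is exactly 2 times the smallest peak width of its list. Such a ceiling is what results when MACS2 keeps 1 tag per position and strand. The strongest peaks of both lists are therefore saturated, and ratios between lists at such peaks carry little information: the ratio of the ceilings alone is -0.20 on the log2 scale after depth scaling.

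The MIZ-1DPOZ list was longer by a factor of 2.29. After its pileups were thinned to the MIZ-1WT depth, 1.90 times as many MIZ-1DPOZ as MIZ-1WT peaks passed the 5th percentile of MIZ-1WT scores, which argues against depth as the whole cause. Past the median of MIZ-1WT scores the thinned ratio was 1.85, so it did not rise between these cutoffs. Without thinning, the ratio was 2.52 among single-copy summits, which argues against multi-copy sequence as the cause. A difference in immunoprecipitation, in fragment length or in the protein stays open.

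MIZ-1WT peaks without a MIZ-1DPOZ peak may in part be weak peaks near the calling cutoff. Of the strongest 10% of MIZ-1WT peaks, 91.5% overlapped a MIZ-1DPOZ peak, and of single-copy peaks with a pileup of at least 50, 99.3% did (151 of 152). In the strongest 10% of single-copy peaks, which begins at a pileup of 12, the share was 73.4% (71.3 to 75.4), so that peaks well short of the highest pileups often lacked a counterpart. Summits under 40% GC overlapped in 13.3% of 3766 cases, and the MIZ-1WT list held more such summits (11.01%) than the MIZ-1DPOZ list (2.19%). Yet of the peaks with at least 40% GC, 58.7% overlapped, so AT-rich sequence recovered in the MIZ-1WT library alone accounts for a part at most.

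Of the repeat peaks, 25.02% in the MIZ-1WT list and 30.9% in the MIZ-1DPOZ list had a single-copy summit, against 48.6% and 44.9% of repeat windows 2000 bp to the right of the summits. This is consistent with a contribution of reads that match many genomic copies. Mates of a read pair could place some of these reads, and this was not tested.

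The lists overlapped 35.2 and 33.04 times as often as random placements. Against windows matched on GC content, CpG count and repeat content, the excess shrank to 1.38 times for MIZ-1WT peaks and 1.21 times for MIZ-1DPOZ peaks. Windows of matched composition thus reached most of the overlap, though not all of it. They were matched on sequence alone, so this comparison cannot separate composition from position at promoters. Weak and strong peaks were not separated in this comparison. Before the values were seen, matched windows had been predicted to overlap either about as often or far less often, and neither was plainly the case. For promoters, the number of genes in both lists was 1.72 times the mean of lists matched on promoter GC content, more than in any of 10000 lists.

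BCR-associated genes lay at percentile 100 for MIZ-1WT and 99.8 for MIZ-1DPOZ after matching on promoter GC content, which argues against GC content as the whole cause. Matched also on the number of start sites, MIZ-1WT stayed at 99.9, and MIZ-1DPOZ fell to 94.1. For MIZ-1DPOZ the mean of random lists rose from 43.003% to 46.7%, against 50.9% observed. The number of annotated start sites could thus explain a part of the MIZ-1DPOZ excess, and the remainder lay within the range of random lists. Open chromatin at genes expressed in B cells remains a further explanation that was not tested.

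The strongest single-copy promoter peaks, including that of Tex2, were lower in the MIZ-1DPOZ library. At mean pileups of 20 to 40 the median log2 ratio was -0.60 (-0.95 to -0.08). An error in the depth scaling would shift peaks of every height alike. The median was 0.16 (0.08 to 0.24) at 12 to 20 but -0.60 at 20 to 40. This difference argues against such an error as the whole cause. At 40 or more the median was -0.59 (-0.79 to -0.37), but the ceiling puts any peak saturated in both libraries at -0.20 there. Peaks at 40 or more were therefore not used in this argument. The size of the lowering still depends on the scaling, and peaks closer to the calling cutoffs were not used for this, since the cutoffs limit their ratio. Single-copy peaks away from promoters had a median of 0.32 (-0.27 to 0.47) at 20 to 40, and -0.17 (-0.42 to -0.02) at 40 or more. Weaker immunoprecipitation in the MIZ-1DPOZ library and weaker binding of the protein without its POZ domain may each lower the strongest promoter peaks, and they cannot be told apart with 1 library per genotype.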
